A study of Arabidopsis thaliana with 6 samples.

How the data were processed

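The measurements are ATAC-seq libraries from Arabidopsis thaliana Col-0. ATAC-seq uses the transposase Tn5 to cut and tag accessible DNA, so that sequenced fragments pile up where chromatin is open. Per the labels, nuclei were purified with INTACT, in which a nuclear envelope protein (NTF) expressed from a cell type promoter is biotinylated by the ligase BirA and captured on streptavidin. The stem cell line carried NTF under the CLV3 promoter and the mesophyll line carried it under a RbCS promoter, each with BirA under the ACT2 promoter. Stem cell nuclei came from whole shoots of seedlings aged 6 days on plates, and mesophyll nuclei from leaves 5 and 6 of plants aged 21 days on soil. Each transposition used 25000 nuclei. There were 3 biological replicates per cell type, and the 6 libraries were grouped by the cell type in their labels. Age, organ, growth medium and transgenic line differ together with the cell type, so a difference between the groups is a difference between these whole preparations.

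Per the deposited file names, the authors made a peak list for each library with HOMER in its region mode, with no pooling of replicates. The names of the replicate 1 lists carry a minimum distance setting only, and those of replicates 2 and 3 carry a region resolution setting as well. The deposited lists hold 3 columns, the chromosome, start and end of each peak in base pairs, and no score, height, read count or p-value. Aligner, read filters, handling of the Tn5 cut offset, peak threshold and genome build are not stated in the labels or in the lists. Sequencing depth is unknown, so no interval or limit that needs read counts is given, and the number of peaks in a list cannot be set against its depth. The settings split the libraries into replicate 1 and replicates 2 and 3, and values within each part are given beside the pooled ones for the per-library measures, and for replicates 2 and 3 for the Jaccard index, the reproducible regions, the regions of one cell type and the gene lists. The named regions and the classes of merged regions were not split in this way.

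Peaks were counted and their bases summed per library. The base-level Jaccard index is the number of bases covered in both lists over the number covered in either. Peaks sharing at least 1 base were merged, over the 3 libraries of a cell type for reproducible regions, which needed a peak in at least 2 of 3 libraries, and over all 6 libraries for the comparison of cell types. A stem cell only region had a peak in 3 of 3 stem cell and 0 of 3 mesophyll libraries, and a mesophyll only region the opposite. Group means of per-library values were compared with an exact two-sided permutation test, and the Jaccard difference and the counts of regions with the 10 splits of the libraries into 3 and 3. The smallest p-value that these tests can give is 0.1, so no comparison of 3 with 3 libraries can pass 0.05. The 4 annotation classes were adjusted together by the Benjamini-Hochberg method. Gene lists were compared with Fisher's exact test, two-sided, adjusted over the 2 lists, and, chosen after the values were seen, with 10000 random lists of other genes matched gene by gene on the number of nearest regions. Intervals for shares of regions are 95% Wilson intervals. They cover counting only, because regions are not replicates.

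Gene names and neighbours came from the RefSeq gene table of TAIR10.1, which was used without strand, exons or sequence. Its fit to the lists was tested by shifting all peak midpoints by 17 offsets from -20000 to 20000 bp, in the outer 20% at each end of each chromosome. The share of midpoints inside protein-coding genes was lowest with no shift in 9 of 10 parts. The mean share over the parts was 38.2% with no shift, 64.4% at 5000 bp and 64.5% at -5000 bp. The exception was the first end of chromosome 2, where the share was 40.3% with no shift and 39.8% at -20000 bp. The table was used for names, gene bodies and neighbours only, and all coordinates printed are those of the lists, counted from 1. All 42 listed gene identifiers matched the table.

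Several planned steps were changed by what the reference held. Regions were assigned to the nearest protein-coding gene body in place of the nearest transcription start, measured from the region midpoint. The planned classes of exons, untranslated regions and upstream sequence were replaced by protein-coding gene body, other gene, within 2 kb of a protein-coding gene, and distal, in this order of precedence. The 18 planned motifs were not analysed here, since no sequence was used.

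Genes named in the text follow a rule set before the data were examined, as were the comparisons, their tests and most alternatives. The rule covers 20 meristem genes, 20 photosynthesis genes, ACT2 and RANGAP1, which are parts of such transgenes, and the 5 stem cell only and 5 mesophyll only regions whose narrowest of 3 peaks was widest. Alternatives left out each library, left out a replicate number from both groups, kept only the peaks wider than each library's median width, kept the same number of widest peaks per library with ties drawn at random, joined peaks within 150 bp, replaced peaks by 150 bp around their midpoints, and changed the overlap rule, the number of libraries needed, the flank and the assignment to genes. Wider is a stand-in for stronger, and a weak one in replicates 2 and 3, where most peaks have the smallest width. In those lists the median equals the smallest width, so keeping only wider peaks dropped between 66.8% and 79.9% of each list.

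Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Interval code was checked against bedtools 2.31.1, which gave the same 37122 merged regions and Jaccard indices differing by 0 at the 5 decimals compared. On simulated lists over 25353 positions, 200 regions per cell type were planted in every library of their type. Only peaks at the shared positions were dropped, at random and in proportion to list length. Recovery of 200 of 200 planted regions in each direction was therefore fixed in advance and checks the code only. The comparison called 320 stem cell only and 201 mesophyll only regions in all. Random losses from lists of these lengths thus added more stem cell only than mesophyll only regions. Real losses need not be random, so these counts do not estimate the number of false regions in the data.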

Results

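Accessible chromatin was profiled in 2 cell types of Arabidopsis, the CLV3-expressing stem cells of the shoot apical meristem and the mesophyll cells of the leaf, to compare where their chromatin was open. CLV3 encodes a signalling peptide made in the stem cells of the shoot apex, and mesophyll cells are the photosynthetic cells of the leaf. The data are 6 deposited lists of ATAC-seq peaks, 3 per cell type, with 212797 peaks in all. The lists give positions without heights or read counts, and the depth of the libraries is unknown.

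The stem cell libraries held 32680, 42421 and 41641 peaks in replicates 1, 2 and 3, and the mesophyll libraries held 20795, 37169 and 38091. The mean was 38914 ± 5413 peaks in stem cells and 32018 ± 9731 in mesophyll (SD, n = 3), and the difference of 6896 peaks was smaller than the SD between mesophyll replicates (exact two-sided permutation test, p = 0.5, smallest possible p = 0.1). Much of that spread lay between replicate 1 and the others, whose lists are named for different settings. Within replicate 1 the difference was 11885 peaks, from 1 library against 1, and within replicates 2 and 3 it was 4401 peaks. With peaks within 150 bp joined, or with only the peaks wider than the median, the groups did not overlap and the exact permutation p was 0.1 for each, the smallest possible (range over alternatives 0.1 to 1). The second of these settings kept unlike shares of the lists, because in replicates 2 and 3 the median was the smallest width. It is therefore no test of the number of stronger peaks. Leaving out mesophyll replicate 1 lowered the pooled difference to 1284 peaks. Stem cell peaks covered 12.9, 8.51 and 8.11 Mb, and mesophyll peaks covered 6.53, 7.0 and 6.95 Mb. The means were 9.84 ± 2.66 Mb and 6.83 ± 0.26 Mb (SD, n = 3). The groups did not overlap in covered length, and the exact two-sided permutation p was 0.1, the smallest the design allows. The difference was 6.38 Mb within replicate 1 and 1.34 Mb within replicates 2 and 3, and without stem cell replicate 1 the pooled difference was 1.49 Mb. With only the peaks wider than the median the groups overlapped, with a difference of 2.68 Mb (exact permutation p = 0.2, range over alternatives 0.1 to 0.333). The value of 0.333 came from the fits that left out a replicate number, where it is the smallest possible. Without mesophyll replicate 1, 2 or 3 alone the exact permutation p was 0.3, where 0.1 is possible. Without any 1 stem cell library it stayed at 0.1.

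Peak width followed the replicate number more than the cell type. Median width was 327 bp in stem cell replicate 1 and 269 bp in mesophyll replicate 1, against 133 and 138 bp in stem cell replicates 2 and 3 and 142 and 145 bp in mesophyll replicates 2 and 3. In replicates 2 and 3 between 66.8% and 79.9% of peaks had the smallest width of their list, against 9.8% and 16.7% in the replicate 1 lists.

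**Figure D1:**
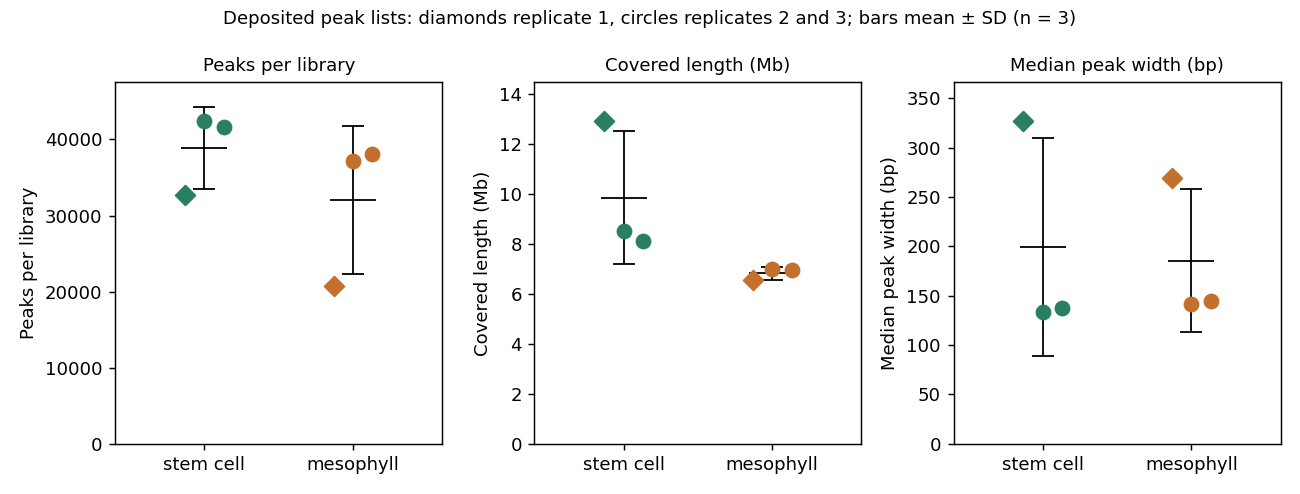
Number of peaks, covered length in Mb and median peak width in bp (vertical axes) of each library, by cell type (horizontal axes), with replicate 1 as diamonds, replicates 2 and 3 as circles and bars for mean ± SD (n = 3). Both replicate 1 lists have fewer and wider peaks than the other lists of their cell type, and mesophyll replicate 1 has the fewest, 20795.

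Similarity between libraries was measured by the base-level Jaccard index, to ask whether libraries of a cell type resembled each other more than libraries of different types. The index averaged 0.619 over the 6 pairs within a cell type (range 0.582 to 0.691) and 0.518 over the 9 pairs between cell types (range 0.471 to 0.570). The ranges did not overlap. The difference of 0.101 was larger than that of the other splits of the libraries into 3 and 3, of which the largest was 0.0173, and 1 of 10 splits, the real one, gave a value as large (exact p = 0.1, the smallest possible). Among replicates 2 and 3 the mean index was 0.674 within and 0.555 between cell types, a difference of 0.120. The alternative that moved the difference most was the use of the same number of widest peaks per library, which gave 0.0518. No pair of lists was identical.

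**Figure D2:**
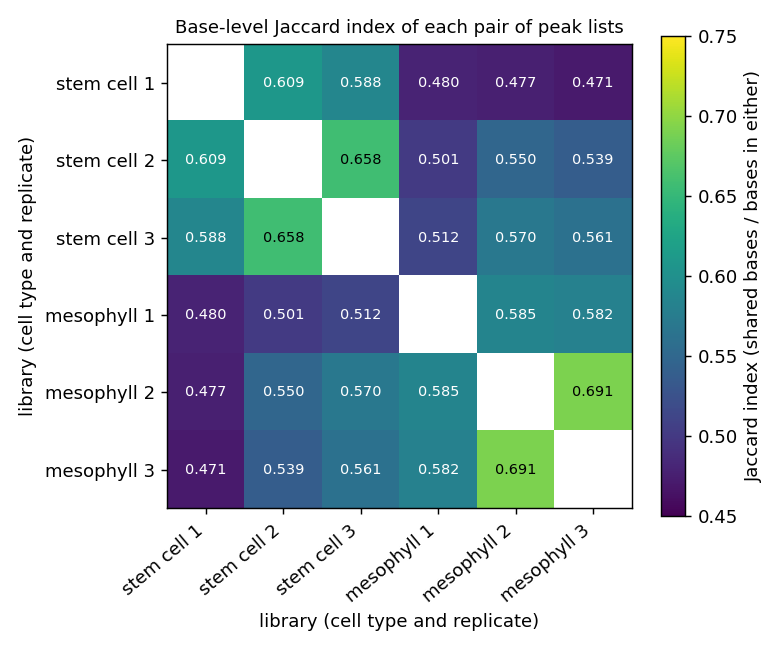
Base-level Jaccard index (colour and printed value, no unit) for each pair of the 6 libraries, which are listed by cell type and replicate on both axes. The pairs within a cell type lie between 0.582 and 0.691, and the pairs between cell types between 0.471 and 0.570.

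Reproducible regions numbered 30901 of 34879 merged regions in stem cells and 27572 of 32633 in mesophyll. They covered 13 Mb and 8.59 Mb. Of the stem cell regions, 76.5% overlapped a reproducible mesophyll region and 7262 did not. Of the mesophyll regions, 94.0% overlapped a reproducible stem cell region and 1648 did not. The shares depended on which libraries were used. Without mesophyll replicate 2 the stem cell share was 61.0%, and without stem cell replicate 1 it was 81.7%. Within replicates 2 and 3 of both types the shares were 80.9% for stem cells and 91.2% for mesophyll. With the same number of widest peaks per library there were 17851 stem cell and 18644 mesophyll regions, the opposite order.

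Peaks of all 6 libraries merged into 37122 regions, of which 18474 (49.8%) had a peak in every library. Stem cell only regions numbered 2922 (7.87%) and mesophyll only regions 263 (0.71%), a ratio of 11.1. The real split gave 3185 such regions, against at most 183 for any of the other splits of the 6 libraries into 3 and 3. The ratio rested on mesophyll replicate 1. Without that library there were 2925 stem cell only and 1247 mesophyll only regions, a ratio of 2.35, and within replicates 2 and 3 of both types there were 4243 and 1644, a ratio of 2.58. With the same number of widest peaks per library the counts were 512 and 425. Within replicate 1 alone, with 1 library of each type, no such count was made.

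**Figure D3:**
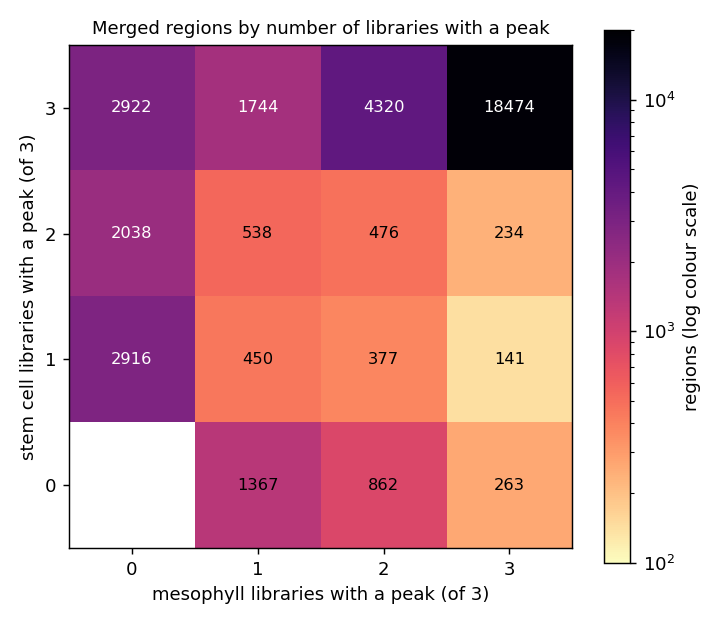
Number of merged regions (printed value and log colour scale) by the number of stem cell libraries (vertical axis) and mesophyll libraries (horizontal axis) with a peak in the region. The 18474 regions with a peak in all 6 libraries are at the upper right, the 2922 stem cell only regions at the upper left and the 263 mesophyll only regions at the lower right.

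The distribution of peaks over annotation classes was compared next. Peak midpoints fell inside protein-coding genes for 38.3% ± 0.29 of stem cell peaks and 38.7% ± 1.95 of mesophyll peaks (SD, n = 3, exact permutation p = 0.9, adjusted 0.9), and within 2 kb of such genes for 51.6% ± 0.37 and 51.3% ± 1.84 (exact permutation p = 0.9, adjusted 0.9). Both differences were smaller than the spread between the mesophyll replicates, and both had opposite signs within replicate 1 and within replicates 2 and 3. For genes the difference was 1.70 percentage points in replicate 1 and -1.40 in replicates 2 and 3. For the flanks it was -1.56 and 1.22. Without mesophyll replicate 2 the pooled difference was 0.241 points for genes and -0.270 for the flanks. Without mesophyll replicate 1 it was -1.49 points for genes and 1.35 for the flanks (exact permutation p = 0.1 for each). With a flank of 1 kb it was -0.432 for the flanks. The exact permutation p ranged from 0.1 to 1 over the alternatives for both classes, so their result depended on the libraries used. Distal peaks made up 6.28% ± 0.07 of stem cell and 5.83% ± 0.04 of mesophyll lists (SD, n = 3, exact permutation p = 0.1, adjusted 0.2), with no overlap of the groups and a difference of 0.560 points in replicate 1 and 0.393 in replicates 2 and 3. The pooled distal difference was 0.448 points. With only the peaks wider than the median it was 0.523, and with a flank of 1 kb it was 1.17 (exact permutation p = 0.1 for each). It was 0.159 with the same number of widest peaks (exact permutation p = 0.2). It was 0.351 with any overlap in place of the midpoint (exact permutation p = 0.3). The groups overlapped under both settings. The range of p over alternatives was 0.1 to 0.333. The value of 0.333 came from the fits that left out a replicate number, where it is the smallest possible. Peaks in other genes made up 3.86% ± 0.15 and 4.23% ± 0.15 (SD, n = 3, exact permutation p = 0.1, adjusted 0.2), also without overlap, with differences of -0.694 points in replicate 1 and -0.211 in replicates 2 and 3. The pooled difference of -0.372 points was -0.147 with the same number of widest peaks. With only the peaks wider than the median it was -1.02 (exact permutation p = 0.1 for each).

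Among the merged regions, 36.2% of stem cell only regions (95% Wilson interval 34.5 to 38.0%) lay inside a protein-coding gene, against 49.4% of mesophyll only regions (43.4 to 55.4%) and 35.5% of regions found in all 6 libraries (34.8 to 36.2%). Distal regions made up 9.21% of stem cell only (8.21 to 10.3%), 7.22% of mesophyll only (4.67 to 11.0%) and 5.70% of the regions in all 6 (5.37 to 6.04%). The median width was 246 bp for stem cell only, 240 bp for mesophyll only and 454 bp for the regions in all 6.

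The stem cell only region with the widest narrowest peak lay inside PRR2 (AT4G13660), on chromosome 4 from 7946586 to 7947252, with peaks of 667, 538 and 414 bp in replicates 1, 2 and 3. The next was on chromosome 5 from 785356 to 785865, at 1243 bp from LOG6 (AT5G03270), with peaks of 510, 410 and 420 bp. The others were on chromosome 1 from 19830616 to 19831078, at 505 bp from AT1G53180, on chromosome 4 from 8908678 to 8909166, inside AT4G15610, and on chromosome 5 from 9205565 to 9206018, at 583 bp from AT5G26270, with narrowest peaks of 403, 402 and 402 bp. Coordinates are those of the deposited lists, whose build is not stated, and gene names and distances are from TAIR10.1. Here and below, the place of a region inside or away from a gene is that of its midpoint.

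The first mesophyll only region by this rule lay inside CKI1 (AT4G14340), on chromosome 4 from 8249116 to 8249571, with peaks of 419, 428 and 434 bp in replicates 1, 2 and 3. The second was on chromosome 2 from 1772714 to 1773157, at 21099 bp from the nearest protein-coding gene, AT2G05050, with peaks of 364, 433 and 437 bp. The other 3 were on chromosome 1, from 19135449 to 19136141 at 165 bp from ZML2 (AT1G51600), from 17387456 to 17388001 at 1244 bp from AT1G47400, and from 10108353 to 10109059 at 794 bp from NUDX15 (AT1G28960). Their narrowest peaks were 292, 291 and 290 bp wide. Distances are measured from the region midpoint, and the region of 693 bp at ZML2 extended into the gene body.

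Lists of 20 meristem and 20 photosynthesis genes were used to ask whether known genes of each cell type lay next to regions of that type. The meristem genes were nearest to 48 regions, of which 10 were stem cell only, 0 were mesophyll only and 18 had a peak in all 6 libraries. The stem cell only regions belonged to 5 genes, with 3 at CLV3 (AT2G27250), 3 at KNAT2 (AT1G70510), 2 at KNAT1 (AT4G08150), 1 at KNAT6 (AT1G23380) and 1 at LAS (AT1G55580). Both regions nearest WUS (AT2G17950) and the region nearest STM (AT1G62360) had peaks in all 6 libraries, and CUC2 (AT5G53950) was nearest to no region. Of genes with regions of a single kind, 5 meristem genes had stem cell only and 0 had mesophyll only regions, against 2522 and 234 other genes (Fisher's exact test, two-sided, p = 1, adjusted 1). Within replicates 2 and 3 the counts were 5 and 1 meristem genes. The test could not pass in this direction, because 91.5% of the other genes also had stem cell only regions and 5 against 0 is the most extreme outcome for 5 genes. In a comparison chosen after the values were seen, 20.8% of the 48 regions were stem cell only, against 7.87% of all merged regions, and 105 of 10000 random lists matched gene by gene on the number of nearest regions held 10 or more (mean 4.0). Without CLV3, whose promoter was in the transgene, 8.39% of the random lists held as many as the 7 regions of the other meristem genes. The number of genes with a stem cell only region, 5, was reached by 23.5% of the random lists.

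The photosynthesis genes were nearest to 51 regions, of which 1 was stem cell only, at RBCS1B (AT5G38430), 1 was mesophyll only, inside LHCB1.3 (AT1G29930), and 31 had a peak in all 6 libraries. LHCB6 (AT1G15820) was nearest to no region. The counts of 1 and 1 gene, against 2526 and 233 other genes, did not differ in balance beyond chance (Fisher's exact test, two-sided, p = 0.162, adjusted 0.325). Within replicates 2 and 3 the counts were 2 and 3 photosynthesis genes (Fisher's exact p = 0.124, range over alternatives 0.0856 to 0.538). In the matched random lists 98.5% held at least 1 stem cell only region and 30.8% at least 1 mesophyll only region.

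At CLV3, 3 of the 4 nearest regions were stem cell only. They lay on chromosome 2 from 11664388 to 11664836, from 11665773 to 11666055 and from 11666154 to 11666399. Their midpoints were 366, 117 and 480 bp from the gene body, the first on one side of the gene and the others on the opposite side. The second of these regions, 283 bp wide, extended into the gene body. The fourth, from 11666626 to 11667265, had a peak in all 6 libraries. The stem cell nuclei carried a transgene with the CLV3 promoter, so fragments at CLV3 can come from the transgene as well as from the gene. ACT2 (AT3G18780), whose promoter was in both lines, was nearest to 5 regions, of which 3 had a peak in all 6 libraries and 1, inside the gene on chromosome 3 from 6475191 to 6475366, was stem cell only. Both regions nearest RANGAP1 (AT3G63130) had peaks in all 6 libraries.

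**Figure D4:**
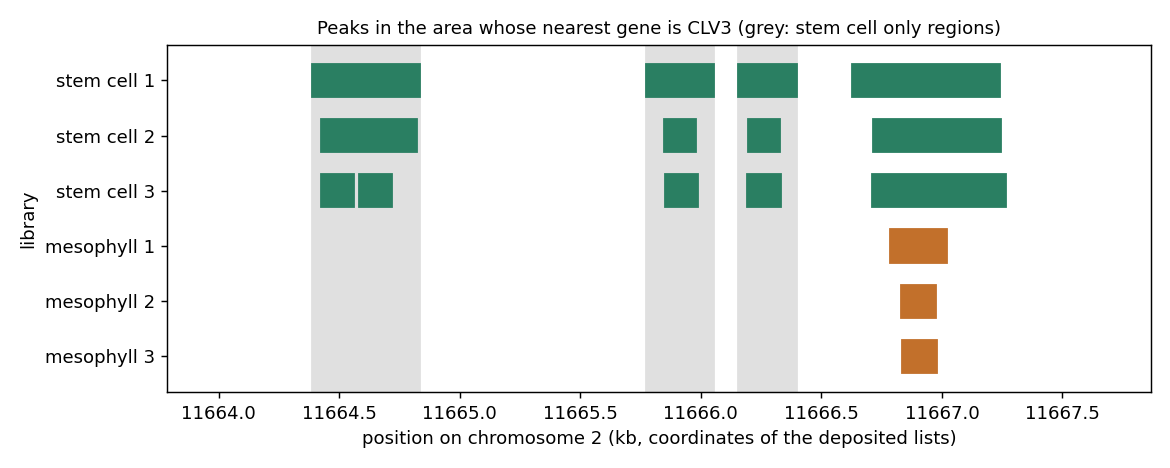
Peaks of each library (rows, by cell type and replicate) against position on chromosome 2 in kb, over the 4 regions nearest CLV3, with the 3 stem cell only regions shaded. The 3 stem cell libraries have peaks in all 4 regions, and the 3 mesophyll libraries have peaks only in the region from 11666626 to 11667265.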

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

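The alternatives were set before the data were examined, except the random draws, all alternatives of the ratio of stem cell only to mesophyll only regions, and all those of the share near chromosome ends, which were chosen after seeing the data. Of 234 recomputed values, 181 kept their direction or stayed within the limits set for a count or share, 45 moved further and 8 reversed direction. Except where said, the cause was not tested. Some of the 181 could not change by construction. Among them are the differences with the replicate number as a block, and the gene and other-gene shares with another flank. The number of reproducible regions of a type also cannot change when a library of the other type is left out. The differences in peaks, covered length, Jaccard index, distal share and other-gene share kept their sign in every alternative run, but the groups overlapped in covered length with only the peaks wider than the median, and in distal share with the same number of widest peaks and with any overlap counted. The exact p ranged from 0.1 to 1 for peaks and from 0.1 to 0.333 for covered length. The design cannot give less than 0.1 with 6 libraries. The 0.333 for covered length came from the fits that left out a replicate number, where no smaller p is possible. Leaving out any 1 mesophyll library gave an exact permutation p of 0.3 for covered length, above the smallest possible.

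Over the 9 fits that each left out a library or a replicate number, stem cell only regions ranged from 2925 to 5125, mesophyll only regions from 278 to 1644 and their ratio from 2.35 to 16.2. Fewer libraries make each kind easier to meet by construction. The share of reproducible stem cell regions overlapping mesophyll ranged from 61.0% to 81.7%, and the opposite share from 91.2% to 97.9%. The difference in gene share ranged from -1.49 to 0.316 points and that in flank share from -0.346 to 1.35 points, so both changed sign. With a 1 kb flank the flank difference was -0.432 points.

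With only the peaks wider than the median, reproducible regions fell to 12908 in stem cells and 8387 in mesophyll, overlapping shares to 56.8% and 90.6%, and stem cell only and mesophyll only regions to 1330 and 123, at a ratio of 10.8. This setting removes most peaks by construction. With the same number of widest peaks, reproducible regions fell to 17851 in stem cells and 18644 in mesophyll, which reversed their order, shares to 74.7% and 77.1%, and the counts were 512 and 425, a ratio of 1.2. Random draws of 20795 peaks per library gave medians over 20 draws of 804.5 and 655, a ratio of 1.23. Both settings create regions of a kind by dropping peaks. In the widest-peak setting 75.5% of mesophyll only and 51.6% of stem cell only regions had a peak of the other type in the full lists, and in the last random draw 83.3% and 36.4% did. The ratio near 1 under these settings is therefore not an estimate free of list length.

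Joining peaks within 150 bp gave shares of 78.5% and 94.8%, midpoints widened to 150 bp gave a mesophyll share of 92.1%, and the rule of 3 of 3 libraries gave 67.4% and 96.8%. Requiring at least 2 of 3 libraries gave 4960 and 1125 regions, a ratio of 4.41. With the same number of widest peaks, 0 meristem genes had stem cell only and 1 had mesophyll only regions, so the percentage of listed genes with the stem cell kind went from 100 to 0 (Fisher's exact p = 0.456, range over alternatives 0.456 to 1), on 1 gene.

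In region presence the replicate numbers did not pair the samples. Deviations of same-numbered libraries from their group means correlated at 0.00273, -0.00499 and 0.0176 across regions. In list length and peak width the replicate 1 lists, named for one setting, stood apart together. Stem cell lists were longer in each same-numbered pair, by 11885, 5252 and 3550 peaks. With the replicate number as a block, the differences were 6896 peaks and 3.02 Mb (exact paired p = 0.25 for each, the smallest possible), and for the classes -0.368 points for genes, -0.372 for other genes, 0.292 for flanks and 0.448 for distal peaks. In the block fit the share near chromosome ends differed by 2.74 points.

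Some alternatives gave no value. No organelle peaks were in the lists. A peak lies inside the region merged from it, so the 50% overlap rule could change only the overlap between cell types, where it gave 76.4% and 93.8%. No photosynthesis gene had a region of either kind with only the wider peaks or the same number of widest peaks. Motif alternatives were not run. Unknown depth limits every count of regions found in one type only, since a missing peak can be a region below the threshold of that list.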

Other observations

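The tests of the replicate 1 settings, of a single chromosome, of a wrong label, of the short mesophyll list, of the 7656 widest peaks, of the transgene at CLV3 and of other splits of the libraries were chosen only after the result was seen. All patterns here were found in the same data they were tested on.

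Mesophyll replicate 1, the shortest list, was nested in the other mesophyll lists: 99.5% of its peaks overlapped a peak in both of them. A wrong cell type label was argued against, since of 2925 regions found in all 3 stem cell libraries and in neither of mesophyll replicates 2 and 3, it had a peak in 3 (0.103%), while it had a peak in 263 of 1120 regions of mesophyll replicates 2 and 3 without stem cell peaks (23.5%). The replicate 1 region setting cannot be told apart from other differences of that library. Stem cell replicate 1, named for the same setting, held 0.778 times as many peaks as the mean of stem cell replicates 2 and 3, and mesophyll replicate 1 held 0.553 times as many as its own, so the setting goes with part of the shortfall. In merged regions the ratios were 1.07 for stem cell replicate 1 and 0.707 for mesophyll replicate 1, but this rests on 1 library of each type. Lower depth or a stricter threshold may explain it. Of the 5955 regions of mesophyll replicates 2 and 3 that it lacked, 0.353% held wider than smallest peaks in both, against 28.4% of the 19112 that it had. The test set beforehand also asked that most regions it had be wider, which 28.4% did not reach. Depth and threshold were not separated, and a weaker preparation of nuclei stays open as well.

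There were 11.1 times as many stem cell only as mesophyll only regions. The short list of mesophyll replicate 1 as the whole cause was argued against by the ratio of 2.35 without it. Longer stem cell lists in replicates 2 and 3 cannot be told apart from a biological difference. Among regions with wider than smallest peaks in both replicates, 85 of 8785 stem cell regions lacked a peak in both mesophyll libraries (0.968%) and 38 of 5445 mesophyll regions lacked one in both stem cell libraries (0.698%), a ratio of 1.39 with Fisher's exact p = 0.0942 over regions, which are not replicates. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many regions found in all 3 libraries of one side and none of the other. It gave 3185, and the largest of the other splits gave 183. With 10 splits the share cannot be under 0.1. Age, organ and growth medium are untested.

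Stem cell peaks lay nearer to chromosome ends. The outer 20% at either end of the chromosomes, measured to the last peak, held 44.9% ± 0.79 of stem cell peaks and 42.2% ± 0.36 of mesophyll peaks (SD, n = 3, exact two-sided permutation p = 0.1, smallest possible 0.1), with no overlap of the groups. The outer 20% held 51.8% of stem cell only regions, 42.6% of the regions in all 6 libraries and 32.3% of mesophyll only regions. More peaks called in stem cells were argued against as the cause, since the difference was 2.33 points with the same number of widest peaks and 2.19 points with the 7656 widest peaks of each library, and the groups did not overlap in either. The difference was 3.37 points in replicate 1, from 1 library against 1, and 2.43 points over replicates 2 and 3, which argues against the replicate 1 setting, and 2.82 points among peaks inside or within 2 kb of a protein-coding gene, which argues against peaks far from genes. It did not come from a single chromosome, since all stem cell libraries lay above all mesophyll libraries on 4 of 5 chromosomes, with chromosome 2 the exception. Over the 110 stretches of 1 Mb with enough peaks, stem cell libraries were all higher in 29 of 48 near the ends and mesophyll libraries in 38 of 62 elsewhere, where chance gives 5% in each direction. The opposite direction was seen in 7 of the 48 and 8 of the 62, and neighbouring stretches are not independent. The shares of a library sum to a fixed total, so a surplus near the ends goes with a deficit elsewhere. All stretches also use the same grouping of the libraries, so their number adds no support beyond the permutation test above. Summed over each chromosome end, all stem cell libraries lay above all mesophyll libraries at 7 of 10 ends. At the first ends of chromosomes 2 and 4 the direction was the opposite, with mesophyll libraries all higher in 4 of 4 and 2 of 3 stretches, and at the last end of chromosome 2 the groups overlapped. Distance from the centromere was not tested, so it cannot be told apart from nearness to the ends. GC content, depth, background between peaks and DNA content of the nuclei were not tested either and stay open beside the cell type.

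Stem cell only regions gathered at some genes, with 60 genes nearest to 3 or more of the 2922 regions, against a mean of 15.2 and a maximum of 30 in 1000 random draws of as many merged regions, which argues against genes with many regions as the cause. After joining regions within 500 bp there were 27 such genes, against a mean of 7.30 and a maximum of 18 in the draws joined alike, which argues against one open area split into several regions as the whole cause. Among regions inside or within 2 kb of a gene there were 41 such genes, against at most 17, which argues against remote regions sharing one gene. In draws from regions found in fewer than 6 libraries the maximum was 38, which argues against a general gathering of less shared regions. Mesophyll showed it too, with 41 genes for the 1120 regions of mesophyll replicates 2 and 3, against at most 7. A candidate explanation is a change of several elements at the same gene between the cell types. Nothing here tests it, and copy number and the transgene insertions stay open. The most regions were 5, at AT5G54145 and at BGAL4 (AT5G56870), which were named after their values were seen.

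The 3 stem cell only regions at CLV3 may come in part from copies of the CLV3 promoter in the transgene. This cannot be told apart from open chromatin at the gene, because the ends of the fragment are not in the labels. The midpoint of 1 region lay on one side of the gene and those of 2 on the other. The other 19 meristem genes, which are not named as parts of the transgenes, held 7 stem cell only regions at 4 genes. For the RbCS promoter in the mesophyll line, 0 of the 12 regions nearest the 4 RBCS genes were mesophyll only and 1 was stem cell only. In the 9 regions with a peak in all 6 libraries, added copies could not change the presence of a peak. The same question could therefore not be asked of those 9 regions.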
